A study of Homo sapiens with 27 samples.

How the data were processed

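RNA was measured by bulk sequencing in 27 libraries from 3 human prostate cancer cell lines, 22Rv1, DU145 and PC3. Each line contributed 9 libraries: 3 from cells carrying a control guide RNA, and 3 from each of 2 populations carrying different guide RNAs against RIPK2. Groups and replicate numbers were taken from the sample titles. The first RIPK2 guide was gRNA 1 in 22Rv1 and gRNA 2 in DU145 and PC3, and gRNA 10 was used in all 3 lines. The titles and the library names number the replicates differently in some groups; the numbers of the titles were used. Whether a population is a clone or a pool of edited cells, and which guide sequences were used, is not stated in the labels.

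Total RNA was isolated with a spin column kit and made into strand-specific mRNA libraries that were read as paired ends of 150 bases on a DNBSEQ instrument, per the labels' protocols. The authors deposited 1 table of raw read counts per line, with a column for each library and a row for each gene symbol, per the file headers. The aligner, the counting program, the genome build, the annotation and any filter are not stated in the labels. The values were checked to be whole numbers with a different total in each library. The tables held 24385 rows for 22Rv1, 23534 for DU145 and 23464 for PC3. Symbols listed more than once were summed, which concerned 6 symbols in 22Rv1, 2 in DU145 and 2 in PC3. All value columns of the tables belonged to the 27 libraries and were used.

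The total per library ran from 17958558 to 20650819 counts. A floor of 3 counts, the upper limit that a count of 0 allows, corresponds to 0.145 to 0.167 CPM (counts scaled to a common library size) depending on the library. Shares of counts in single libraries are given with Wilson intervals at 95% confidence. Sequencing reads without molecular identifiers are not independent molecules, so these intervals and floors cover counting error only.

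For each line, edgeR 4.0.16 in R 4.3.3 was used on the counts as deposited. Genes passed filterByExpr with a minimum count of 10 and a minimum total of 15, which left 15198 genes in 22Rv1, 14908 in DU145 and 14718 in PC3. Libraries were scaled by TMM factors, which lay between 0.902 and 1.04. The 9 libraries of a line were fitted together with group as the only term, robust dispersion estimates and the quasi-likelihood F test (two-sided). A gene counts as changed when its Benjamini-Hochberg adjusted p-value over all genes tested in that contrast is below 0.05. Contrasts were each RIPK2 guide against the control guide, one RIPK2 guide against the other, and the mean of both RIPK2 guides against the control. Standard errors of log2 fold changes were derived from the F statistic. Where all 3 libraries of a group held 3 counts or fewer, the fold is given as a lower bound computed against that floor. NOD2 is left out of this, as its counts are too few. The bound leaves out the counting error and spread of the other group, and for non-zero counts the floor is not an upper limit.

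Genes changed by both guides in the same direction were counted per line. Both contrasts share their control libraries, so 20 simulations per line drew unchanged knockout groups against the real controls, and the simulated values are given beside the observed ones. Overlaps between lines were compared with 10000 random gene lists of the same sizes, matched on mean expression in 20 bins. Differences of the knockout effect between lines were tested in one edgeR quasi-likelihood model of all 27 libraries, for 16322 genes that passed the filter among the 20089 symbols listed in all 3 tables, with Benjamini-Hochberg adjustment.

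A set of 4 gene lists was written from general knowledge: 58 MYC targets, 44 NF-kB targets, 36 p53 targets and 45 interferon response genes. The list of NF-kB targets includes RIPK2 itself. Each list was tested per line with limma 3.58.1, using camera with an inter-gene correlation of 0.01 on voom values for the mean of both guides against control, and adjusted over the 12 tests. The fry test and camera with an estimated correlation were run beside it. The tests, the lists, the alternatives and the rule for naming genes were fixed before the data were examined. By that rule the text names RIPK2, NOD1, NOD2, MAP2K7 and MYC. In each line it also names the 2 rises and 2 falls that were largest with both guides, among genes with a group mean of at least 100 counts and no overlap of knockout and control libraries. Of the genes changed in one direction in all 3 lines with such counts, it names the 3 rises and 3 falls whose smallest change over the 6 guide contrasts was largest.

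The procedure was tested on simulated counts drawn from the real means and library sizes, with 200 genes changed by a fold of 1.5. One guide contrast recovered 33% of them in 22Rv1 (14532 genes tested, 4 false calls), 38% in DU145 (14453 genes, 3 false calls) and 93% in PC3 (14068 genes, 12 false calls). With a fold of 2 in 22Rv1 alone, the model of all libraries recovered 183 of 200 genes against DU145 and 179 of 200 against PC3, over 15903 genes.

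The alternatives tried were RLE factors in place of TMM, DESeq2 1.42.0 in place of edgeR, no filter on low counts, at least 10 counts in every library, the replicate number as a block, only the libraries of the groups compared, and leaving out each library in turn. After the data were seen, removal of mitochondrially encoded genes, a correction of each library for GC content and transcript length, and leaving out 2 libraries with an unusual profile were added. Chromosome, gene order, GC content and transcript length were taken by symbol from GENCODE 29, which describes GRCh38. That annotation was used only for these properties and for which genes neighbour each other, since the authors' build is not stated; no coordinates are given. Medians over windows of 100 neighbouring genes with a mean log2 CPM over 2 were compared with 1000 shuffles of the gene order. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

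Reads that the authors' counting could share between paralogs were not separable from the tables; of the genes named, this concerns BEX1, MAGEB2 and ZNF493. Protein levels, guide sequences and the edited DNA were not analysed here.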

Results

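Bulk RNA sequencing was carried out on 3 human prostate cancer cell lines in which RIPK2 was targeted with CRISPR guide RNAs. RIPK2 encodes a kinase that passes signals from the intracellular peptidoglycan sensors NOD1 and NOD2 to NF-kB and the stress kinases. The lines were 22Rv1, which expresses androgen receptor, and DU145 and PC3, both commonly grown as androgen-independent models. In each line, 3 libraries came from cells with a control guide, 3 from cells with a first RIPK2 guide (gRNA 1 in 22Rv1, gRNA 2 in DU145 and PC3) and 3 from cells with RIPK2 gRNA 10. The design asks which transcripts change when RIPK2 is knocked out, and the series is framed around a set of genes regulated by RIPK2, so the changes shared by guides and by lines are the comparisons of interest.

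Library totals were similar within and between lines. They ran from 17958558 to 19417954 counts in 22Rv1, from 19782288 to 20404302 in DU145 and from 20170292 to 20650819 in PC3. Replicates were close to one another in PC3, where the correlation of log2 CPM across genes was 0.998 for every pair of replicates and the common biological coefficient of variation was 3.55%. In 22Rv1 and DU145 the lowest correlations were 0.971 and 0.975, and the coefficients of variation 14.2% and 12.3%. Counts of replicate pairs differed by more than sampling noise in every group, with chi-square values per degree of freedom from 1.81 to 212, so no library was counted as a duplicate of another. A pair of libraries stood apart from their own replicates. Replicate 3 of 22Rv1 gRNA 1 held 16.65% of its counts in mitochondrially encoded genes (Wilson interval 16.63 to 16.67%), against 2.10% (2.09 to 2.11%) and 1.92% (1.92 to 1.93%) in replicates 1 and 2. Replicate 3 of DU145 gRNA 2 held 2.89% (2.88 to 2.90%), against 1.75% (1.75 to 1.76%) and 2.12% (2.11 to 2.13%). The lowest correlations, 0.971 and 0.975, also involved this pair. The mitochondrial share alone did not mark it. Replicate 1 of the 22Rv1 control held 0.515% (0.512 to 0.519%), against 1.24% (1.23 to 1.24%) and 1.28% (1.27 to 1.28%) in replicates 2 and 3. Its correlations with them were 0.993 and 0.996. Both libraries of the pair were kept, and the main counts without them are given beside the results.

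RIPK2 mRNA was lower than in the control in all 18 knockout libraries, but the size of the fall differed between populations. In 22Rv1, RIPK2 was at 16.7 ± 1.29 CPM in the control (SD, n = 3), 8.69 ± 0.633 with gRNA 1 and 5.38 ± 0.189 with gRNA 10. The log2 fold changes were -0.94 (SE 0.12, edgeR adjusted p 8.76e-05) and -1.63 (SE 0.12, edgeR adjusted p 2.13e-06). In DU145 the control held 42.4 ± 2.67 CPM, and gRNA 2 lowered this to 11.8 ± 1.77 CPM, a log2 fold change of -1.84 (SE 0.12, edgeR adjusted p 4.49e-06). With gRNA 10 in DU145, RIPK2 stayed at 34.8 ± 1.51 CPM, 81.9% of the control. The highest gRNA 10 library, at 36.4 CPM, lay below the lowest control library, at 39.4 CPM, yet the log2 fold change of -0.29 (SE 0.11) had an edgeR adjusted p of 0.0614. Over the alternatives this p ranged from 0.000576 to 0.184, and DESeq2 placed it at 0.0454. In PC3, RIPK2 fell from 60.4 ± 1.74 CPM to 20.6 ± 0.946 with gRNA 2 and to 27.2 ± 1.51 with gRNA 10. These are log2 fold changes of -1.55 (SE 0.06, edgeR adjusted p 1.45e-20) and -1.15 (SE 0.05, edgeR adjusted p 2.81e-18). A frameshift in the coding sequence need not lower the mRNA, and protein was not analysed here.

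**Figure D1:**
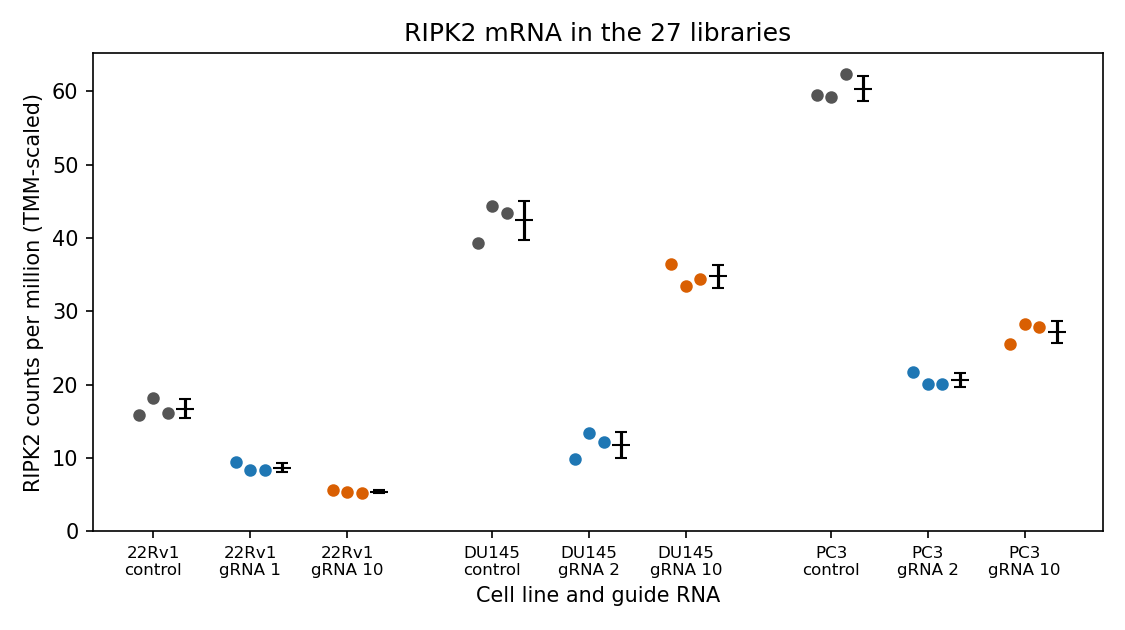
RIPK2 mRNA in CPM (TMM-scaled, vertical axis) in each of the 27 libraries, grouped by cell line and guide RNA; points are libraries, and the bars beside them give the mean and SD of 3 replicates. The knockout libraries lie below the control libraries of their line, by the smallest margin for gRNA 10 in DU145 (34.8 against 42.4 CPM on average).

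Each guide population differed from its control population in a large part of the transcriptome. In 22Rv1, 7377 of 15198 genes tested (48.5%) passed an adjusted p of 0.05 with gRNA 1, of which 3896 were higher and 3481 lower, and 6169 (40.6%) passed with gRNA 10, of which 3040 were higher and 3129 lower. In DU145, 5072 of 14908 genes (34.0%) changed with gRNA 2, 2543 higher and 2529 lower. With gRNA 10, whose RIPK2 mRNA was the least reduced, 5956 genes (39.95%) changed, 3008 higher and 2948 lower. In PC3, where replicates were tightest, 9362 of 14718 genes (63.6%) changed with gRNA 2, 4728 higher and 4634 lower, and 10815 (73.5%) with gRNA 10, 5571 higher and 5244 lower. An absolute log2 fold change of at least 1 was also reached by 2614 and 2237 of these genes in 22Rv1, by 1314 and 1643 in DU145 and by 1548 and 2531 in PC3, for the first guide and gRNA 10. Of the counts at an adjusted p of 0.05, that of DU145 gRNA 10 moved most, to 9749 when only the libraries of the groups compared were fitted; the same fit gave 3335 for DU145 gRNA 2. Of the counts that also require a log2 fold change of 1, that of PC3 gRNA 2 moved most, to 842 with at least 10 counts in every library. The count for DU145 gRNA 2 was 6957 without its replicate 3, and 3259, 3399 and 3329 without control replicates 1, 2 and 3. Without that gRNA 2 library the count for DU145 gRNA 10 was 8859, since the groups of a line share an estimate of the spread. Without 22Rv1 gRNA 1 replicate 3, the 22Rv1 counts were 8391 for gRNA 1 and 8971 for gRNA 10.

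**Figure D2:**
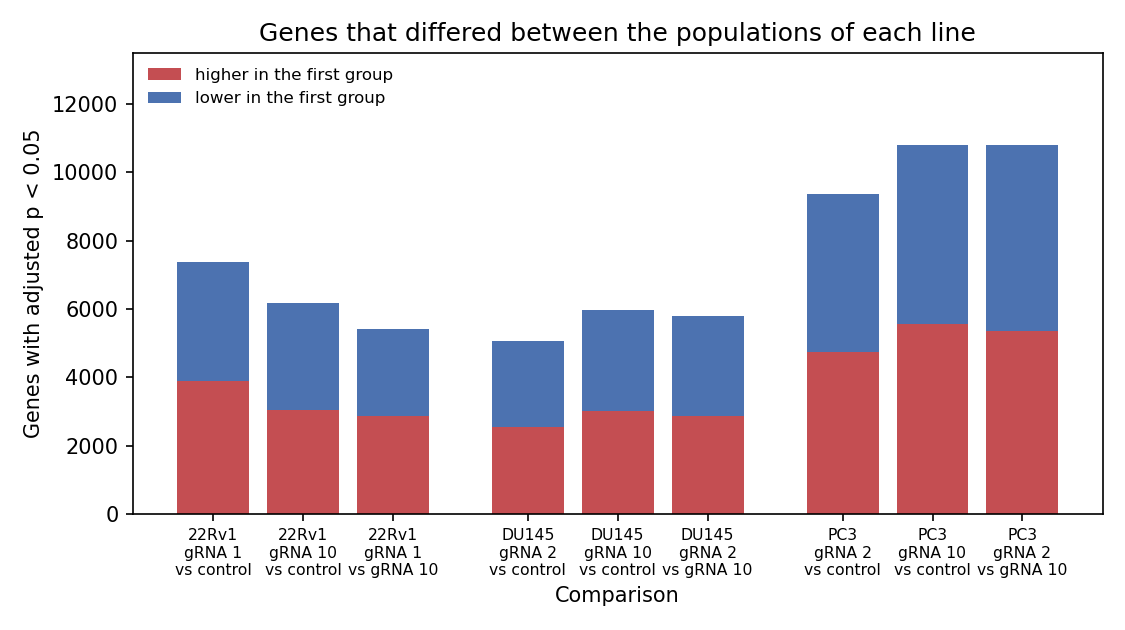
Number of genes with an edgeR adjusted p below 0.05 (vertical axis) in the 9 comparisons between populations, 3 per line; red parts are genes higher in the first-named group and blue parts genes lower in it. The RIPK2 guides differed from each other in 5410, 5789 and 10799 genes in 22Rv1, DU145 and PC3. The first guide differed from the control in 7377, 5072 and 9362 genes, and gRNA 10 in 6169, 5956 and 10815.

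The RIPK2 populations of a line also differed from each other. Between both guides, 5410 genes (35.6%) differed in 22Rv1, 5789 (38.8%) in DU145 and 10799 (73.4%) in PC3, by the same test. With only the libraries of the groups compared, these counts were 4808, 4011 and 10686. In that fit the first guide differed from the control in 5660, 3335 and 9421 genes, and gRNA 10 in 8400, 9749 and 10651. Of the genes changed with both guides, 3742 changed in the same direction in 22Rv1 (1879 higher, 1863 lower) and 370 in opposite directions, so that 91.0% had one direction. In DU145 the counts were 2395 (1200 higher, 1195 lower) against 358, or 87.0%, and in PC3 5031 (2632 higher, 2399 lower) against 2275, or 68.9%. In simulations of unchanged groups against the same controls, at most 1 gene per line was called with both guides in one direction. With so few calls, they give no expected share of one direction for populations that differ from a shared control. The shares of 91.0%, 87.0% and 68.9% were therefore not tested. Across all genes tested, which are not independent replicates, the log2 fold changes of both guides correlated with a Pearson r of 0.618 in 22Rv1, 0.413 in DU145 and 0.354 in PC3. Simulated unchanged groups, which share the control libraries in the same way, gave median r values of 0.493 (range 0.471 to 0.514), 0.490 (0.471 to 0.509) and 0.493 (0.456 to 0.535). The observed r lay above the simulated range in 22Rv1 and below it in DU145 and PC3, except that with at least 10 counts in every library the DU145 value was 0.499. Without replicate 3 of gRNA 1, the 22Rv1 count of genes changed with both guides rose to 5246. Without replicate 3 of gRNA 2, the DU145 count rose to 4077, and without control replicates 1, 2 and 3 it was 1483, 1534 and 1487.

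The genes with the largest changes shared by both guides were not the same in each line, but 6 of the 12 named below also passed the threshold in another line. In 22Rv1, BEX1 was at 0 counts in the 3 control libraries and at 559 to 1290 counts in the knockout libraries, at least 427-fold higher with gRNA 1 and at least 196-fold higher with gRNA 10. HNMT was likewise at 0 counts in the control and at least 68.6-fold and 66.7-fold higher. ECM1 fell from 1088 ± 66.4 CPM to 1.85 ± 0.541 and 1.07 ± 0.418 CPM (log2 fold changes -9.21 and -9.99, edgeR adjusted p 1.82e-09 and 1.37e-09). FABP7 fell from 226.7 ± 24.1 to 0.202 ± 0.0209 and 0.722 ± 0.187 CPM (log2 fold changes -10.08 and -8.28, edgeR adjusted p 6.02e-10 and 4.58e-10). Counts of BEX1, as those of MAGEB2 and ZNF493 below, are uncertain to the extent that reads were shared with their close relatives.

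In DU145, CXCL5 was at least 40.7-fold higher with gRNA 2 and at least 91.1-fold higher with gRNA 10, from 1 to 3 counts in the control libraries. MAL2 rose from 0.870 ± 0.298 CPM to 66.9 ± 6.63 and 28.4 ± 0.230 CPM (log2 fold changes 6.26 and 5.02, edgeR adjusted p 1.54e-08 and 5.14e-08). SDR42E1 fell to at most 1 count per library, at least 56.4-fold and 57.7-fold lower. MAGEB2 fell from 26.4 ± 1.58 CPM to 0.238 ± 0.0144 and 0.418 ± 0.0308 CPM (log2 fold changes -6.75 and -5.96, edgeR adjusted p 5.26e-09 and 9.63e-09). In PC3, ZNF493 was at least 6.05-fold higher with gRNA 2 and at least 42.6-fold higher with gRNA 10, and C9orf64 at least 41.8-fold and 84.4-fold higher. NKD2 was at least 63.0-fold and 64.5-fold lower. CXADR fell from 73.7 ± 4.80 CPM to 1.00 ± 0.175 CPM with gRNA 2 (log2 fold change -6.19, edgeR adjusted p 7.63e-27) and was at least 510-fold lower with gRNA 10. Tested in the other lines on the mean of both guides, 6 of 15 tests of these genes passed an edgeR adjusted p of 0.05, and their values by guide were looked up after that was seen. BEX1, higher in 22Rv1, was at least 178-fold lower in PC3 with gRNA 2 and fell there from 26.4 ± 2.44 to 1.49 ± 0.0470 CPM with gRNA 10 (log2 fold change -4.14, edgeR adjusted p 1.79e-23). HNMT, also higher in 22Rv1, fell in PC3 (log2 fold changes -0.89 and -1.55, edgeR adjusted p 4.99e-07 and 3.12e-11), and so did MAL2, which rose in DU145 (-0.40 and -0.66, edgeR adjusted p 8.91e-12 and 4.58e-17). NKD2, lower in PC3, rose in 22Rv1 (1.75 and 2.18, edgeR adjusted p 0.00878 and 0.00280). Its gRNA 1 value was 0.87 without gRNA 1 replicate 3, and the call was lost with no filter on low counts and without control replicate 2 (edgeR adjusted p 0.0529 and 0.0520; 0.000137 to 0.0529 over the alternatives). ECM1, lower in 22Rv1, rose in DU145 with gRNA 10 (1.12, edgeR adjusted p 0.000360) and not detectably with gRNA 2 (0.17, edgeR adjusted p 0.466), where the value was -0.0082 without gRNA 2 replicate 1 (edgeR adjusted p 0.974; 0.178 to 0.974 over the alternatives). SDR42E1 fell in 22Rv1 as in DU145 (-0.73 and -1.29, edgeR adjusted p 0.00248 and 7.67e-05). In GENCODE 29 the 12 genes lie on the following chromosomes: ECM1 on 1, HNMT on 2, CXCL5 on 4, NKD2 on 5, FABP7 on 6, MAL2 on 8, C9orf64 on 9, SDR42E1 on 16, ZNF493 on 19, CXADR on 21, and BEX1 and MAGEB2 on X.

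Genes of the known RIPK2 pathway did not change in a common direction. NOD1 rose with the first guide in 22Rv1 (log2 fold change 1.38, edgeR adjusted p 0.000124) and PC3 (0.74, edgeR adjusted p 5.49e-06), and not with gRNA 10 (-0.12 and -0.27, edgeR adjusted p 0.625 and 0.0867). In DU145 NOD1 fell by a small amount with both (-0.38 and -0.31, edgeR adjusted p 0.0200 and 0.0382). Over the alternatives these edgeR or DESeq2 adjusted p-values ran from 0.00266 to 0.0762 and from 0.00298 to 0.128. Leaving out any one of the 3 control libraries took both past 0.05. So did the fit with no filter on low counts (edgeR adjusted p 0.0617 and 0.0837). The gRNA 2 call was also lost with only the libraries of the groups compared (edgeR adjusted p 0.0685). The gRNA 10 call was also lost without any one of the gRNA 10 libraries. With the replicate number as a block it was lost too (edgeR adjusted p 0.0657). NOD2 was at or near the floor: it had at most 1 count in any 22Rv1 library and was not tested there. Nor was it tested in PC3, where it had 0 counts in the control libraries and 4 to 7 with gRNA 10. In DU145 it had 5 to 8 counts in the control libraries and 0 to 3 with gRNA 2. This fall did not pass the threshold (edgeR adjusted p 0.0586, and 0.0473 without gRNA 2 replicate 2, with a range of 0.0473 to 0.151 over the alternatives). With gRNA 10 it rose from 0.322 ± 0.0763 to 1.10 ± 0.347 CPM (log2 fold change 1.76, edgeR adjusted p 0.00687). MAP2K7 moved by 0.32 or less on the log2 scale in every contrast. It passed the threshold only with gRNA 10 in 22Rv1 (0.32, edgeR adjusted p 0.0324). This call was lost without control replicate 1 or 2 or without any one of the gRNA 10 libraries (edgeR adjusted p up to 0.0919). The call was also lost with no filter on low counts (edgeR adjusted p 0.0589), over a range of 0.00396 to 0.0919 for the alternatives. The MAP2K7 change of 0.06 with gRNA 1 in 22Rv1 was -0.01 without control replicate 2 and -0.05 without gRNA 1 replicate 3. The MAP2K7 change of -0.06 with gRNA 10 in DU145 was 0.01 without gRNA 10 replicate 1.

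MYC changed in opposite directions between lines. In 22Rv1 it fell from 397.0 ± 28.6 CPM to 260.3 ± 7.39 with gRNA 1 (log2 fold change -0.61, edgeR adjusted p 0.000154) and to 346.9 ± 4.50 with gRNA 10 (-0.19, edgeR adjusted p 0.0771). The gRNA 10 value passed 0.05 with DESeq2, without control replicate 2 (0.0367) and with only the libraries compared, over a range of 0.0316 to 0.258. In PC3 it fell from 199.4 ± 7.69 CPM to 146.0 ± 3.16 and 76.2 ± 3.21 (log2 fold changes -0.45 and -1.39, edgeR adjusted p 2.5e-11 and 4.32e-23). In DU145 it rose from 84.9 ± 3.52 CPM to 166.2 ± 37.5 and 114.8 ± 3.83 (log2 fold changes 0.97 and 0.44, edgeR adjusted p 0.000485 and 0.0239). The call for gRNA 10 was lost without any 1 of the control or gRNA 10 libraries, with edgeR adjusted p from 0.0536 to 0.0854 (3.54e-07 to 0.0854 over all alternatives).

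A set of 4 gene lists addressed NF-kB signalling, MYC activity, the p53 response to DNA cutting and the interferon response. The largest shift was a rise of NF-kB targets in DU145, with a median log2 fold change of 1.05 over 38 genes, 32 higher and 6 lower (camera adjusted p 3.34e-10 with limma). The median was 0.90 with gRNA 2 and 1.01 with gRNA 10. There, 34 of the 38 genes changed over all genes tested and 34 adjusted over the list alone. In 22Rv1 and PC3 the same list had medians of 0.16 over 26 genes and 0.11 over 35 genes, not past 0.05 with camera, and the guides disagreed in sign (-0.06 and 0.17 in 22Rv1, -0.04 and 0.09 in PC3); without control replicates 1 and 3, the 22Rv1 median was 0.11 and 0.09. The p53 targets rose in 22Rv1, with a median of 0.32 over 35 genes (26 higher, 9 lower, camera adjusted p 0.000676 with limma), and in DU145, with a median of 0.19 over 33 genes (24 higher, 9 lower, camera adjusted p 0.00805 with limma). The DU145 median was 0.12 without gRNA 2 replicate 2. Adjusted over the list alone, 21 and 12 of these genes changed, the same counts as over all genes tested. With fry, the 3 calls held. With an estimated inter-gene correlation, the NF-kB call in DU145 held (adjusted p 0.0255 with limma) and the p53 calls did not (0.332 and 0.0726 with limma). Of 100 splits of the 9 libraries of a line, the real one included, 2 gave a camera p-value as small for NF-kB targets in DU145, 14 for p53 targets in 22Rv1 and 1 for p53 targets in DU145.

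The other 9 of the 12 list tests did not pass camera, while fry with limma passed 0.05 for the interferon list in 22Rv1 and for the MYC and NF-kB lists in PC3 (adjusted p 0.0299 each). The median of the MYC targets was -0.08 in 22Rv1, 0.06 in DU145 and -0.03 in PC3, over 57 genes each, with 18, 9 and 40 genes changed adjusted over the list alone (20, 13 and 40 over all genes tested). The DU145 value was 0.10, 0.14 and -0.07 without gRNA 2 replicates 1, 2 and 3. The PC3 value was -0.05 without control replicate 1, and -0.06 without control replicate 2 or gRNA 2 replicate 1. The interferon list had medians of 0.06, -0.16 and -0.07 over 38, 36 and 44 genes, with 19, 13 and 24 genes changed both adjusted over the list alone and over all genes tested. Without gRNA 1 replicate 3 the 22Rv1 median was 0.02, without gRNA 2 replicate 3 the DU145 median was -0.07, and without control replicates 1 and 3 the PC3 median was 0.09 and -0.14. The guides disagreed in sign for the interferon list in every line, with medians of 0.20 and -0.0063 in 22Rv1, -0.44 and 0.14 in DU145 and -0.93 and 0.82 in PC3, for the first guide and gRNA 10. They did so for the MYC list in DU145 (0.22 and -0.13) and PC3 (0.09 and -0.17), and not in 22Rv1 (-0.08 and -0.05). Adjusted over the list alone, 13 and 25 NF-kB targets changed in 22Rv1 and PC3, and 23 p53 targets in PC3 (median 0.09 over 34 genes), with the same counts over all genes tested.

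Genes changed with both guides overlapped between lines about as often as random lists of the same size and expression. Between 22Rv1 and DU145, 270 genes were shared in one direction, where random lists gave a median of 260 (central 95% from 231 to 289). Between 22Rv1 and PC3 the count was 585 against 561 (522 to 601), and between DU145 and PC3 it was 375 against 377 (344 to 411). Genes changed in opposite directions were at 306, 578 and 438 for these pairs, against random medians of 268 (240 to 297), 554 (515 to 595) and 386 (353 to 420), so that the pairs with DU145 exceeded the random range in opposite directions and not in the same direction. Across genes, which are not independent replicates, the mean effects of both guides correlated with r values of -0.0518, 0.00699 and -0.0503. The second changed sign without 22Rv1 control replicate 2 (-0.00506) or gRNA 1 replicate 3 (-0.00448), and with no filter on low counts (-0.00234). The first was -0.0308 without that control library and -0.0117 with no filter. In all 3 lines, 42 genes had one direction, 16 higher and 26 lower, where random lists gave 43 (31 to 56). The counts depended on single libraries: without DU145 gRNA 2 replicate 3 they rose to 450 for 22Rv1 and DU145, 600 for DU145 and PC3 and 71 for all 3 lines, and without DU145 control replicates 1, 2 and 3 the first was 167, 171 and 179 and the second 238, 246 and 242. Without DU145 control replicate 2, the count for all 3 lines was 26. Without 22Rv1 gRNA 1 replicate 3, the counts were 375 for 22Rv1 and DU145, 802 for 22Rv1 and PC3 and 62 for all 3 lines. With that gRNA 2 library and 22Rv1 gRNA 1 replicate 3 both left out, a choice made after their profiles were seen, random lists grew as well. The shared counts were then 622 against 647 (606 to 690.0) for 22Rv1 and DU145, 802 against 813 (767 to 859) for 22Rv1 and PC3, 600 against 658 (616 to 702) for DU145 and PC3, which lies below the random range, and 96 against 111 (92 to 132) for all 3 lines.

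**Figure D3:**
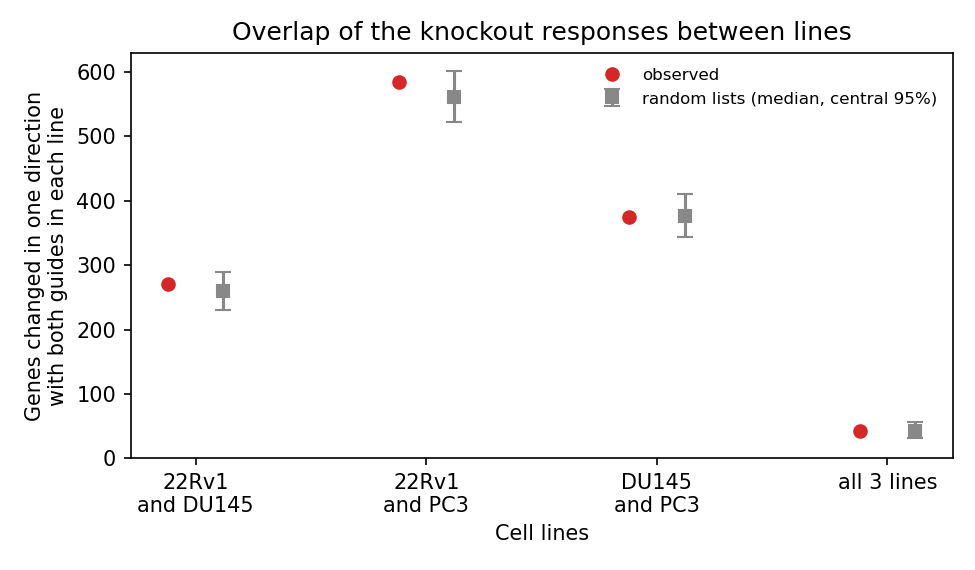
Number of genes changed in one direction with both guides in each line of a pair, or in all 3 lines (vertical axis); red points are observed counts, and grey squares with bars give the median and central 95% of 10000 random gene lists matched on size and expression. Each observed count, 270, 585, 375 and 42, lies within the range of the random lists.

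Of the 42 genes changed in all 3 lines, 32 reached a group mean of 100 counts. Among these, the genes with the largest smallest change were PLXNA2, ELF3 and PYM1 among the rises and ANGPTL4, PTPRG and PLIN2 among the falls. ANGPTL4 had log2 fold changes from -0.90 to -3.32 over the 6 guide contrasts (edgeR adjusted p from 5.33e-18 to 0.000407). PLIN2 ranged from -0.53 to -2.23 (edgeR adjusted p from 5.51e-14 to 0.00791). PTPRG ranged from -0.54 to -3.99 (edgeR adjusted p from 9.49e-23 to 0.0149). Its gRNA 10 call was lost without control replicate 1 or 2 or gRNA 10 replicate 1 or 3 in 22Rv1, and without gRNA 10 replicate 2 or 3 in DU145 (edgeR adjusted p from 0.0516 to 0.0693 in these fits; 1.15e-11 to 0.0693 over all alternatives of both contrasts). PLXNA2 ranged from 0.79 to 3.87 (edgeR adjusted p from 3.43e-18 to 0.0329). Its call with gRNA 2 in DU145 was lost without any one of the control libraries or gRNA 2 replicates 1 or 2 (edgeR adjusted p from 0.0711 to 0.101). This call was also lost with only the libraries of the groups compared (edgeR adjusted p 0.063), over a range of 0.00135 to 0.101 for all alternatives. ELF3 ranged from 0.50 to 2.54 (edgeR adjusted p from 7.6e-12 to 0.0126), and its call with gRNA 2 in DU145 was lost without control replicate 2 (edgeR adjusted p 0.0525; 0.000103 to 0.0525 over the alternatives). PYM1 ranged from 0.42 to 1.501 (edgeR adjusted p from 1.6e-17 to 0.0181). With gRNA 10 in DU145 its call was lost without control replicate 1 or 2 or gRNA 10 replicate 2 or 3 (edgeR adjusted p from 0.0564 to 0.0772; 1.12e-05 to 0.0772 over the alternatives).

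Tested directly, the difference between RIPK2 and control populations was not the same in each line for a large share of genes. The replicates of this test were libraries of single populations, so any difference between populations counts as an effect. The RIPK2 populations of a line alone differed in 5410, 5789 and 10799 genes. Comparisons with 22Rv1 also mix guide with line, since the first guide was gRNA 1 there and gRNA 2 in DU145 and PC3. In the model of all 27 libraries, 7687 of 16322 genes (47.1%) differed between 22Rv1 and DU145, 7399 (45.3%) between 22Rv1 and PC3 and 6886 (42.2%) between DU145 and PC3, at an edgeR adjusted p below 0.05. MYC differed between each pair, by -1.11 between 22Rv1 and DU145 (edgeR adjusted p 3.62e-08), 0.53 between 22Rv1 and PC3 (edgeR adjusted p 0.000619) and 1.64 between DU145 and PC3 (edgeR adjusted p 4.53e-11). On the mean of both guides, the change of RIPK2 itself passed 0.05 only between DU145 and PC3 (0.30, edgeR adjusted p 0.0282). That mean hides a difference between guides. With gRNA 2 the fall was larger in DU145 (-1.84) than in PC3 (-1.55). With gRNA 10 it was -0.29 in DU145, against -1.15 in PC3 and -1.63 in 22Rv1. Single guides were not tested between lines. Of the lists, NF-kB targets differed between DU145 and both other lines and p53 targets between 22Rv1 and PC3, with camera adjusted p-values of 0.00601, 0.00601 and 0.00616 from limma. The first 2 held with an estimated correlation (0.0411 each with limma), the third did not (0.143 with limma), and all 3 held with fry. Of 40 shuffles of the labels within lines, the real labels included, 4, 9 and 3 gave a camera p-value as small as for NF-kB targets against 22Rv1, against PC3 and for p53 targets, so these differences were not set apart from other groupings of the libraries. Fry with limma also passed 0.05 for p53 targets between 22Rv1 and DU145 (adjusted p 3.17e-05) and between DU145 and PC3 (adjusted p 0.000648). Camera passed neither of these.

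Changes were not spread evenly over chromosomes. With gene order taken from GENCODE 29, log2 fold changes of neighbouring genes correlated in each of the 6 guide contrasts, with r from 0.161 to 0.247. On chromosome 3 in 22Rv1, the median log2 fold change of 674 genes was -0.64 with both guides, and 442 of them (65.6%) fell or rose with both guides in one direction, against 23.2% of genes elsewhere. Chromosome 7 rose in the same line, with medians of 0.52 and 0.42, and so did chromosome 12, with 0.35 and 0.43. In DU145, chromosome 16 had medians of -0.09 with gRNA 2 and -0.44 with gRNA 10, and chromosome 20 had 0.24 and 0.33. In PC3, chromosome 1 had medians of 0.43 and 0.41, with 68.1% of its genes changed in one direction with both guides against 33.7% elsewhere, while chromosome 18 moved in opposite directions, -0.35 with gRNA 2 and 0.33 with gRNA 10. Several genes named above lay in such regions in at least 1 line and changed without their neighbours in others. The 100 genes nearest PTPRG on chromosome 3 had medians of -0.70 and -0.69 in 22Rv1, where PTPRG itself changed by -0.63 and -0.54. Around PYM1 on chromosome 12 the medians were 0.43 and 0.47 in 22Rv1, where PYM1 changed by 0.49 and 0.55, and 0.71 with gRNA 10 in PC3, where PYM1 changed by 1.501. Around ELF3 on chromosome 1 they were 0.64 and 0.55 in PC3, where ELF3 changed by 0.51 and 0.92. Around PLXNA2 on the same chromosome they were 0.39 and 0.33 in PC3, where PLXNA2 changed by 2.07 and 1.72. In the other lines, and with gRNA 2 in PC3 for PYM1, the neighbours moved less than the gene. PTPRG changed by -1.33 and -0.89 in DU145, where its neighbours had medians of -0.22 and -0.15, and by -2.61 and -3.99 in PC3, against 0.18 and 0.06. PYM1 changed by 0.63 and 0.48 in DU145, against 0.10 and -0.0016, and by 0.42 with gRNA 2 in PC3, against 0.0012. ELF3 changed by 2.54 and 2.13 in 22Rv1, against -0.15 and -0.02, and by 0.50 and 1.43 in DU145, against 0.02 and 0.17. PLXNA2 changed by 0.79 and 1.28 in 22Rv1, against -0.11 and -0.09, and by 1.13 and 3.87 in DU145, against 0.05 and 0.09. Around ANGPTL4 and PLIN2 the medians lay between -0.17 and 0.15 in each of the 6 guide contrasts. NOD1 lay on chromosome 7, where its neighbours in 22Rv1 had a median of 0.51 with each guide, while NOD1 changed by 1.38 and -0.12. SDR42E1 lay on chromosome 16, where its neighbours had a median of -0.08 with gRNA 2 and -0.50 with gRNA 10 in DU145.

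**Figure D4:**
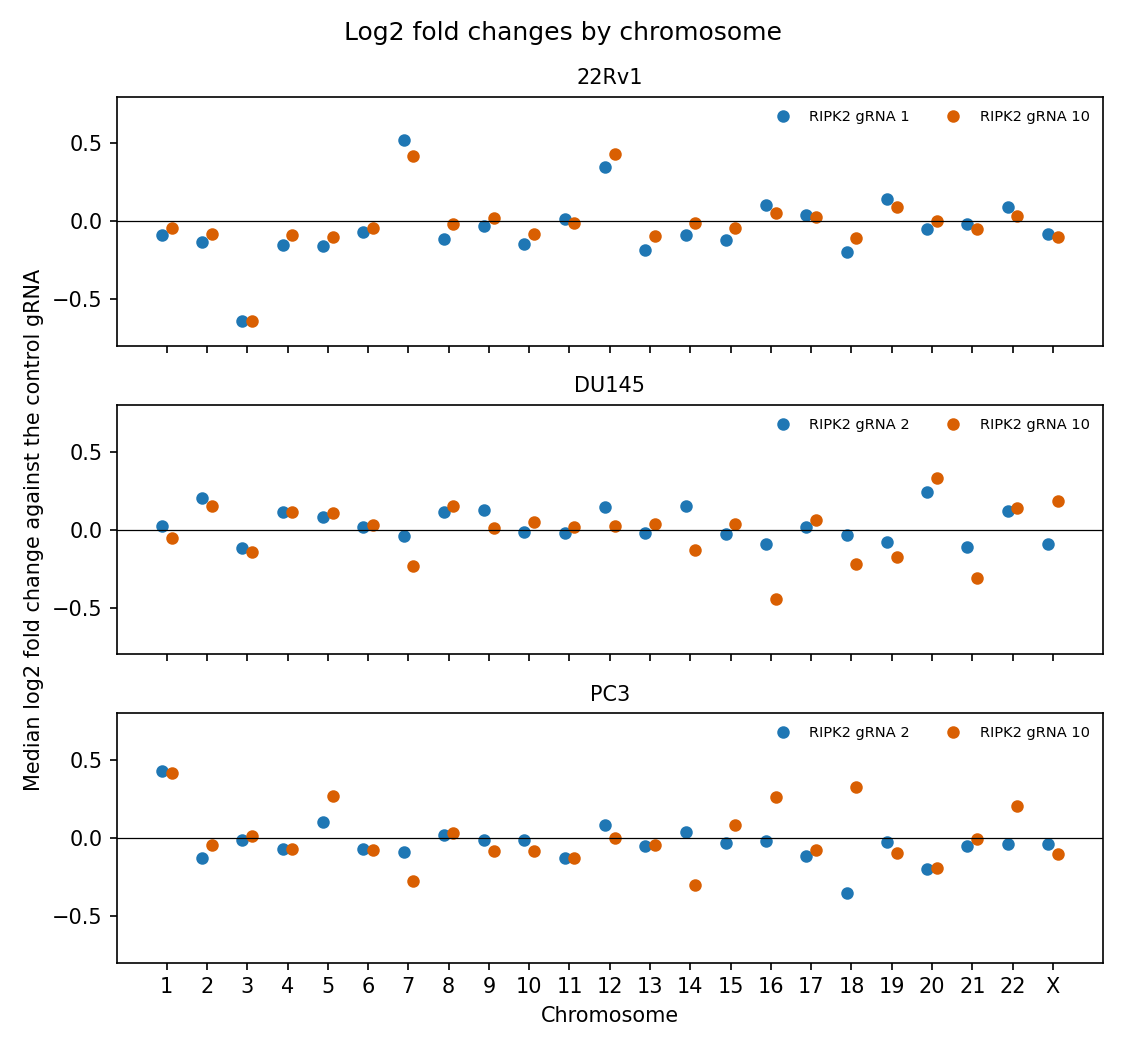
Median log2 fold change against the control guide (vertical axis) of the genes on each chromosome (horizontal axis), for the first RIPK2 guide (blue) and gRNA 10 (orange), with 1 panel per line. Both guides share shifts of chromosomes 3, 7 and 12 in 22Rv1 and of chromosome 1 in PC3, while chromosome 18 in PC3 and chromosome 16 in DU145 separate the guides.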

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

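The tests of the chromosome neighbourhoods were chosen only after the pattern along chromosomes was seen, and the alternatives without the unusual libraries and with a GC and length correction after those libraries were seen. The effect of RIPK2 guides against control differed between lines in 7687 genes for 22Rv1 and DU145, 7399 for 22Rv1 and PC3 and 6886 for DU145 and PC3, by the edgeR quasi-likelihood test of the difference with Benjamini-Hochberg adjustment. In each of these comparisons the real labels alone, 1 of 40 shuffles of the labels within lines, gave as many genes. Shuffled groups mix populations that differ, which raises the spread and lowers the calls. The shuffles therefore say that the populations differ and not that the lines respond differently. Other populations as the reference were not tried for these differences. Leaving out 22Rv1 gRNA 1 replicate 3 and DU145 gRNA 2 replicate 3 argues against these libraries as the whole cause: 7545, 7323 and 6853 of the genes were still called, among 9171, 9046 and 8924 in all. A correction of each library for GC content and transcript length argues against that bias as the whole cause: 6240, 7006 and 6398 of the genes were still called, among 7688, 7976 and 7638. With the median of the 100 neighbouring genes removed from each gene, 5424, 5203 and 4617 were still called, among 6530, 6184 and 5456. Shifts that move most of those neighbours may thus account for a part of the calls but not for most. A segment that holds a minority of the neighbours leaves their median nearly in place, so shorter segments stay open.

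What stays open is whether the lines respond differently to the loss of RIPK2 or whether each control population differs from the knockout populations of its line for other reasons. Every line has 1 control population, so the design confounds the effect of knockout with any other difference between populations. A different response of each line was not tested separately from that.

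Of the 23 genes named, 20 were tested in the model of all libraries, and each of the 20 differed between at least 1 pair of lines. The genes chosen for a large change in 1 line differ by that choice: the smallest edgeR adjusted p over the 3 pairs was 2.85e-14 for HNMT, 1.63e-22 for ECM1, 1.22e-08 for CXCL5, 7.06e-20 for MAL2, 3.97e-12 for SDR42E1, 1.79e-08 for ZNF493, 2.23e-13 for C9orf64, 1.43e-11 for NKD2 and 4.16e-17 for CXADR. Genes changed in one direction in all lines still differed in size, with a smallest edgeR adjusted p of 8.58e-05 for PLXNA2, 7.87e-07 for ELF3, 0.0138 for PYM1, 4.53e-05 for ANGPTL4, 9.62e-09 for PTPRG and 1.11e-06 for PLIN2. For the pathway genes it was 0.0282 for RIPK2 (a difference of 0.30 between DU145 and PC3), 2.46e-05 for NOD1 (0.97 between 22Rv1 and DU145), 0.0186 for NOD2, 0.0435 for MAP2K7 (0.29 between 22Rv1 and DU145) and 4.53e-11 for MYC (1.64 between DU145 and PC3). The sign of the RIPK2 difference came from gRNA 10, since with gRNA 2 the fall was larger in DU145 (-1.84) than in PC3 (-1.55). The NOD2 value compares 22Rv1 with PC3, where most libraries lay at or under 3 counts, and gives no size. In the line each was named for, the medians of the 100 neighbours of the genes chosen for a large change in 1 line lay between -0.50 (SDR42E1 with gRNA 10) and 0.31 (MAL2 with gRNA 10). This argues against a shift of most of those neighbours as the whole of those changes. Shorter segments were not tested. Among the genes changed in all lines, neighbours moved as far as PTPRG and nearly as far as PYM1 in 22Rv1, and as far as ELF3 with gRNA 2 in PC3, so a segment stays open there. Other explanations were not tested gene by gene, apart from the part of chromosome 8 that holds MYC.

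Among the lists, the knockout effect on NF-kB targets differed by a median of -0.49 between 22Rv1 and DU145 (11 genes higher, 27 lower) and of 0.56 between DU145 and PC3 (25 higher, 13 lower), and that on p53 targets by 0.35 between 22Rv1 and PC3 (25 higher, 9 lower). Shuffles of the labels within lines gave a camera p-value as small in 4, 9 and 3 of 40 draws, the real labels included, so other groupings of the libraries are not excluded. Of the 9 list comparisons that did not pass camera, shuffles were counted only for the 3 of NF-kB and p53 targets, and not for MYC targets or interferon genes. The counts were 16 of 40 for p53 targets between 22Rv1 and DU145, 3 of 40 for p53 targets between DU145 and PC3 and 35 of 40 for NF-kB targets between 22Rv1 and PC3. No technical explanation beyond this grouping, and no biological one, was tested for the list differences.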

How the results depend on the processing

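Under RLE factors and with mitochondrial genes removed, each of the 49 main results and 92 single-gene contrasts kept its direction and its side of the threshold, and the counts stayed within 1.5 times. The removal of mitochondrial genes, the GC and length correction and the fits without both unusual libraries were chosen after seeing the data. The last 2 kept each of the 3 counts of genes that differ between lines within 1.5 times. Without both unusual libraries, the genes shared in one direction rose from 270 to 622 for 22Rv1 and DU145, from 585 to 802 for 22Rv1 and PC3, from 375 to 600 for DU145 and PC3 and from 42 to 96 for all 3 lines; the random lists rose too, so that no count exceeded their range.

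Requiring at least 10 counts in every library lowered the genes with an absolute log2 fold change of at least 1 to 1712 and 1423 in 22Rv1, 753 and 948 in DU145 and 842 and 1508 in PC3, for the first guide and gRNA 10. This filter by construction removes genes that are silent in one group, and it gave a value for only 68 of the 92 single-gene contrasts. With no filter, the correlation between guides was 0.554 in 22Rv1 and 0.420 in PC3. That of the effects was -0.0117 for 22Rv1 and DU145 and -0.00234 for 22Rv1 and PC3. The cause was not tested. With only the libraries of the groups compared, DU145 gave 3335 genes for gRNA 2 and 9749 for gRNA 10. RIPK2 with gRNA 10 in DU145 passed the threshold in that fit (-0.29) and with DESeq2 (-0.28), over a range of adjusted p from 0.000576 to 0.184; the cause was not tested. DESeq2 gave no value for the lists.

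Leaving out 1 library at a time moved results of DU145 most. For a single contrast or gene, the ranges cover only fits without a library of the groups compared. A library of the third group also counts through the shared spread: without 22Rv1 gRNA 1 replicate 3, gRNA 10 gave 8971 genes in place of 6169, and without DU145 gRNA 2 replicate 3 it gave 8859 in place of 5956. Genes changed with gRNA 2 ranged from 3259 to 6957 across 6 fits, and genes changed with both guides from 1483 to 4077 across 9 fits. Shared genes ranged from 167 to 450 for 22Rv1 and DU145, from 238 to 600 for DU145 and PC3 and from 26 to 71 for all 3 lines. The highest values came without gRNA 2 replicate 3 and the lowest without a control library of DU145. The median of MYC targets in DU145 ranged from -0.0667 to 0.135 and that of interferon genes in PC3 from -0.138 to 0.0872, so neither has a settled direction. The log2 fold change of MAP2K7 ranged from -0.0537 to 0.109 with gRNA 1 in 22Rv1, where it was -0.0120 without control replicate 2, and from -0.142 to 0.0113 with gRNA 10 in DU145. That of ECM1 with gRNA 2 in DU145 ranged from -0.0082 to 0.263. Over the 552 fits of single-gene contrasts without 1 library, 37 values were weaker, 2 stronger and 4 reversed, in 15 contrasts. Elsewhere, no filter made 4 weaker, the fit of only the groups compared made 2 weaker and 1 stronger, and DESeq2 made 1 stronger. The causes were not tested.

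The replicate numbers of the titles gave no steady pairing: the deviations of same-numbered libraries correlated from -0.433 to 0.586, and 14 of 27 correlations were over 0.1. A weak pairing is not excluded. The mean correlation of same-numbered control and guide libraries ran from 0.0463 to 0.239 over the lines and guides. The numbers in the library names, which differ in some groups, were not tried. With the replicate number as a block, genes changed with both guides numbered 3788, 2033 and 5132 in 22Rv1, DU145 and PC3, those in all 3 lines 41, and those that differ between lines 7650, 7327 and 6801. Of the single-gene contrasts, only NOD1 with gRNA 10 in DU145 moved past the threshold under the block (-0.31, edgeR adjusted p 0.0657, 0.00298 to 0.128 over its alternatives).

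Replicate spread more than depth limits the results in 22Rv1 and DU145, where a simulated fold of 1.5 was recovered in 33% and 38% of genes, against 93% in PC3 at a similar depth. NOD2, at 0 to 8 counts in all groups but DU145 gRNA 10, is limited by depth.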

Other observations

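The comparisons with other reference populations within a line, the tests for a wrong label and for GC or length bias of single libraries, the test of the part of chromosome 8 beyond RIPK2 and the threshold for the lists after removal of neighbourhoods were chosen only after the results were seen. An earlier form of the GC and length test of libraries, a rank correlation of the deviations with GC content, gave 0.472 for 22Rv1 gRNA 1 replicate 3. It reached -0.883 for 22Rv1 control replicate 2, where no gene lay over 1 log2 unit from the other replicates. It was therefore replaced by counting genes after the trend was removed. That control library did correlate less with its replicates (0.981 and 0.982) than they did with each other (0.995), so a milder GC bias in it is not excluded. An earlier form of the chromosome 8 test set its median against windows on other chromosomes, and was dropped because those windows hold shifted segments themselves.

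Other splits of the libraries give the level that grouping alone can reach. In each of the 15 counts of changed genes between a pair of groups, the real split was the only 1 of 10 splits of the 6 libraries to give as many genes, which is the lowest share this design allows and cannot go under 0.1. For genes changed with both guides, 1, 2 and 1 of 100 drawn splits of the 9 libraries gave as many genes in 22Rv1, DU145 and PC3, out of 840 possible splits. The other split in DU145 gave 3065 genes and takes gRNA 10 as the reference. In PC3 the splits with gRNA 2 or gRNA 10 as the reference gave 5248 and 7429 genes, against 5031 for the real split. Neither was among the 100 drawn, so the count of 1 does not set the PC3 control apart as a reference. For the genes shared between pairs of lines and by all 3 lines, 1 of 100 drawn splits, the real one, gave as many. Most other splits call few genes in any line, so the draws say that the populations differ and not that the overlap is special. The random lists address the overlap. With 1 population per line as the reference, 20 of 27 choices gave at least the 42 genes found in all 3 lines with the controls.

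A hypothesis is that the 3 populations of a line drifted apart and that the control is no more distinct than the others. With each population in turn as the reference, the genes that differed from it in one direction in both others numbered 3742 for the control, 2903 for gRNA 1 and 2256 for gRNA 10 in 22Rv1. The control led there, but by less than 1.5 times, and drift and knockout cannot be told apart from these counts. In DU145 the counts were 2395 for the control, 2115 for gRNA 2 and 3065 for gRNA 10. There the highest was within 1.5 times of the control count, which itself ran from 1483 to 4077 with 1 library left out, so drift and knockout cannot be told apart there either. In PC3 the counts were 5031, 5248 and 7429, so each knockout population gave at least as many genes as the control, also within 1.5 times. Counts with a knockout population as the reference were not recomputed without single libraries. Over the 27 choices of 1 reference per line, 20 gave at least the 42 genes found with the controls, with a range of 24 to 101. The values for PC3 and for all 3 lines are consistent with drift between populations as a part of the differences, and do not rank the populations. An effect of RIPK2 loss common to all lines stays open, as a small number of the 42 genes could belong to it, and it was not tested apart from drift.

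Shared use of gRNA 10 was tested as another source of overlap. Genes changed with gRNA 10 in one direction numbered 1088 for 22Rv1 and DU145 (random lists 1066, 1013 to 1119), 1953 for 22Rv1 and PC3 (1949, 1884 to 2015) and 1790 for DU145 and PC3 (1988, 1921 to 2053). None exceeded the random lists, and the last lay below them, which argues against a common response to this guide as a source of many shared genes.

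Shifts along chromosomes may reflect gains or losses of segments in single populations. In 6 of the 6 guide contrasts, no shuffle of the gene order gave a window of 100 genes with as large a median. The largest windows were on chromosome 3 in 22Rv1 (-0.85 with gRNA 1, -0.77 with gRNA 10), on chromosome 4 (0.44 with gRNA 2) and 16 (-0.61 with gRNA 10) in DU145, and on chromosome 1 (0.65 with gRNA 2) and 14 (-0.80 with gRNA 10) in PC3. After removal of the trend on GC content and length, 6 of 6 contrasts still exceeded all shuffles, although the largest window of PC3 gRNA 2 was then on chromosome 11 (-0.65). In 6 of 6 contrasts all 3 knockout libraries lay beyond all 3 control libraries over the window, which argues against single libraries. DNA copy number was not analysed here, and a regional change of transcription without a change of copy number stays open. A shift shared by both guides, as on chromosome 3 in 22Rv1, may also lie in the control population.

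With the neighbourhood median removed, 2387 of the 3742 genes changed with both guides in 22Rv1 were still called, 1442 of 2395 in DU145 and 3249 of 5031 in PC3, so segments may explain a part of these sets but not most. Of the 42 genes of all 3 lines, 13 were among the 25 called afterwards. The list medians were 0.39 for p53 targets in 22Rv1 and 1.01 for NF-kB targets in DU145, which argues against segments as their cause. For p53 targets in DU145 the median went from 0.19 to 0.11, and whether segments contribute cannot be told apart there.

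MYC and RIPK2 both lie on chromosome 8, and a cut at RIPK2 could be followed by loss or gain of the part beyond it. Over both guides, the median log2 fold change of the genes between RIPK2 and the end of the chromosome was 0.0064 in 22Rv1 (95% sign-test interval over genes, which are not independent, -0.12 to 0.091), 0.16 in DU145 (0.10 to 0.19) and 0.093 in PC3 (0.035 to 0.14). The mean change of MYC was -0.40, 0.70 and -0.92. In 22Rv1 the median did not move with MYC, and in PC3 it went the other way, and for each guide the interval held 0 or lay on the other side of it from MYC, which argues against a shift of that whole part as the cause there. The 100 genes nearest MYC in 22Rv1 had medians of -0.15 with gRNA 1 and -0.05 with gRNA 10, so a small contribution of a shorter segment is not excluded. In DU145 the part moved the same way as MYC, by 0.11 (0.040 to 0.19) with gRNA 2, where MYC changed by 0.97, and by 0.17 (0.092 to 0.25) with gRNA 10, where MYC changed by 0.44 and its 100 nearest genes by 0.25. The genes before RIPK2 had medians of 0.12 with gRNA 2 and 0.14 with gRNA 10, so the rise was not limited to the part beyond RIPK2. The shift beyond RIPK2 falls short of the whole MYC change. How much of that change the segment gives cannot be told apart from other causes. The reason for the MYC changes stays open.

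The rise of NF-kB targets was tested for dependence on one guide. The median of the guide nearer to 0 was 0.90 in DU145, so both guides showed it there, and -0.064 in 22Rv1 and -0.039 in PC3, where a guide went the other way. Loss of RIPK2 would remove a signal towards NF-kB, and gRNA 10 left the RIPK2 mRNA of DU145 at 81.9% of the control; whether the rise follows RIPK2 or another difference of the control population was not tested. Of 100 drawn splits, 2 gave a camera p-value as small for NF-kB targets in DU145, 44 in 22Rv1 and 61 in PC3. For p53 targets the counts were 14 in 22Rv1, 1 in DU145 and 29 in PC3, for MYC targets 50, 100 and 80, and for interferon genes 100, 83 and 100. The p53 rise of 22Rv1 is therefore not set apart from other groupings of its libraries.

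A pair of libraries stood apart from their replicates. In 22Rv1 gRNA 1 replicate 3, 280 of 8818 genes lay over 1 log2 unit from the mean of the other replicates with mitochondrial genes removed, against at most 3 in any library of the other groups of the line. In DU145 gRNA 2 replicate 3 it was 273 of 8936 genes, while no gene did so in the libraries of the other groups. These counts describe libraries and are not tests. The larger mitochondrial share thus does not account for them. With the trend on GC content and length removed, 182 and 259 genes still lay apart. Their highest correlation with a library of another group was 0.877 and 0.909, below their lowest with their own replicates (0.934 and 0.938), which argues against a swapped label. Cell state or RNA quality at harvest may differ in these libraries and was not tested.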
